# The Small RNA Component of *Arabidopsis thaliana* Phloem Sap and Its Response to Iron Deficiency

**DOI:** 10.3390/plants12152782

**Published:** 2023-07-27

**Authors:** Ahmet Bakirbas, Rosario Castro-Rodriguez, Elsbeth L. Walker

**Keywords:** phloem, small RNA, RNA-seq, tRNA fragments, tRF, microRNA, miRNA, iron

## Abstract

In order to discover sRNA that might function during iron deficiency stress, RNA was prepared from phloem exudates of *Arabidopsis thaliana*, and used for RNA-seq. Bioanalyzer results indicate that abundant RNA from phloem is small in size—less than 200 nt. Moreover, typical rRNA bands were not observed. Sequencing of eight independent phloem RNA samples indicated that tRNA-derived fragments, specifically 5′ tRFs and 5′ tRNA halves, are highly abundant in phloem sap, comprising about 46% of all reads. In addition, a set of miRNAs that are present in phloem sap was defined, and several miRNAs and sRNAs were identified that are differentially expressed during iron deficiency.

## 1. Introduction

Long distance signaling of iron status in plants. Like all living organisms, plants carefully control the amount of metals present in their cells, and this is particularly true for the transition metal, iron. Iron is both required for life and is highly toxic if accumulated to excess. Uptake of iron from the soil is not purely a locally controlled process, but is also regulated by above-ground tissues. Iron (Fe) treatment of leaves causes down-regulation of iron-uptake activity in the roots of plants [1,2,3], suggesting that adequate iron in the shoots affects iron deficiency responses in the roots. Early evidence for long-distance signaling of iron status came from the grafting of pea mutants *degenerated leaflet* (*dgl*) and *bronze* (*brz*), which have abnormally high levels of iron accumulation in the shoots, and exhibit constitutive (unregulated) iron uptake in roots. Reciprocal grafts indicated that signals from the mutant shoots traveled to the roots to stimulate iron uptake responses [4]. More recently, mutants with well-characterized molecular functions have been used to reach similar conclusions. Mutants with partial loss of function of the iron transporter Oligopeptide Transporter3 (OPT3) have a constitutive expression of iron deficiency-associated gene expression in the roots and low levels of iron in the phloem [5,6,7,8]. As in the *brz* and *dgl* mutants, grafting of *opt3* shoots causes WT roots to express iron deficiency-responsive genes [7,9]. Another mutant with a long-distance iron signaling defect is the double mutant of *yellow stripe1-like1* (*ysl1*) and *yellow stripe1-like3* (*ysl3*), which are also metal transporters [10,11,12,13,14,15,16]. In *ysl1ysl3* double mutant leaves, the leaf lamina (sections between the veins) is low in iron, but the leaf veins, particularly the phloem sap itself, have iron levels that are the same as those in WT leaves [17]. *ysl1ysl3* mutants do not modulate gene expression properly when subjected to Fe deficiency. When *ysl1ysl3* mutant shoots are grafted to WT roots, the WT roots fail to modulate gene expression in response to iron deficiency [17]. Together, data from these mutants has provided a clear indication that iron localization in leaves, modulated by vascular iron transporters, has a strong impact on the iron deficiency response of roots.

Role of mobile small RNAs as signals of nutrient deficiency in the phloem. Small RNAs (sRNAs) are 21–24 nucleotide RNA molecules produced as a result of Dicer-like proteins (DCLs) [18]. In recent years, several microRNAs (miRNAs) have been identified that play key roles in the homeostasis of different nutrients. miR395 and miR399 have been shown to regulate sulfate and phosphate homeostasis, respectively [19,20]. During copper deficiency, miRNAs miR397, miR398 and miR408 are upregulated, mediating the down-regulation of copper proteins [21,22,23,24,25]. Several studies have shown that copper and iron homeostasis are linked [23,24,25]. Thus, miRNAs miR397, miR398 and miR408 are found to be down-regulated in response to iron deficiency [23,26]. It is unclear whether sRNAs are involved in iron homeostasis. An early study identified five miRNAs (miR159, miR169, miR172, miR173 and miR394) as upregulated during iron deficiency [27], but other studies [23,28] did not replicate those findings.

tRNA fragments and their potential functions. A category of small RNA called tRNA fragments (tRFs) comprises short RNA molecules derived from tRNAs (recently reviewed by Phizicky and Hopper [29]). They are distinguished from random degradation products because they have defined lengths and high abundance [30]. All domains of life [31] express tRFs, which can be categorized into 5′-tRFs, 5′ tRNA halves, 3′ tRNA halves, 3′-tRFs and internal tRFs (i-tRF). tRFs can regulate translation both positively and negatively [32,33,34]. It is important to note that while translational inhibition by miRNA/siRNAs takes place in a sequence-specific manner, translational inhibition through tRFs is global due to tRF interactions with main players of translation such as small ribosomal subunits and tRNA synthetase complexes [30].

Genes can also be silenced by tRFs via base-pairing with mRNAs. In plants, tRFs can interact with RNA-induced silencing complex (RISC) protein Argonaute (AGO) and target mRNAs [31]. 3′-tRFs from rhizobium tRNAs interact with host RNAi machinery, specifically, Argonaute1 (AGO1), to silence key host genes involved in nodule formation and symbiosis [35], and in Arabidopsis thaliana (Arabidopsis), tRFs are enriched in AGO immunoprecipitation (IP) datasets [36]. In Arabidopsis, 5′-tRFs target transposable element transcripts, of mainly the *Gypsy* family of transposons, in the pollen grain where natural reactivation of transposable elements (TEs) is known to occur [37,38].

In this study, we sought to understand whether sRNAs in phloem change during iron deficiency. We prepared RNA from phloem exudates of Arabidopsis grown in a normal and iron-deficient medium. In addition to iron deficiency-related sRNAs, we determined the basic sRNA content of Arabidopsis phloem. Our analysis revealed the presence of iron-responsive miRNAs and other sRNAs in the phloem sap of Arabidopsis. Furthermore, we discovered that tRNA-derived fragments, specifically 5′ tRFs and 5′ tRNA halves, are highly abundant in phloem sap. The biological significance of these highly abundant tRF populations and their function in the phloem remains unclear. Finally, we were able to establish a set of miRNAs that are found in the phloem sap of Arabidopsis. Overall, our study provides new insights into the diversity of sRNAs in the phloem, which could have implications for plant stress or other responses.

## 2. Results

Extraction of total RNA from Arabidopsis phloem. Phloem exudates were collected from Arabidopsis seedlings that had been grown either in the presence of adequate iron (+Fe) or after a three-day period of growth on a medium with no added iron (−Fe). Exudates were collected using the well-tested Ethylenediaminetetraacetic Acid (EDTA) method, which minimizes cellular damage and allows the preparation of relatively pure phloem contents [39,40,41,42]. Because of the method used to collect it, the phloem sap is highly diluted in pure water. The preparation of RNA from highly dilute samples is not readily achieved using standard kits and methods. Further complicating the extraction, phloem exudates contain a substance—presumably P protein—that hampers many common extraction methods by clogging columns and interfering with the dissolution of material following precipitation. We found that the Norgen Biotek Urine Cell-free Circulating RNA Purification kit, designed for extracting cell-free RNAs from human urine samples, allowed us to extract total RNA successfully from Arabidopsis phloem exudates.

We assessed RNA size distribution using Advanced Analytical Fragment Analyzer™ capillary electrophoresis. This analysis was performed for RNA prepared from whole Arabidopsis shoots and from phloem exudates collected from whole shoots. We note especially that the RNA prepared from phloem exudates is derived from an acellular source, while the whole shoot sample contains primarily RNA that was isolated from cells. Figure 1 shows typical results of this analysis, performed using both high sensitivity mode, to detect fragments of all lengths, and using small RNA mode, to focus on RNAs of less than about 200 nt. The results from all eight phloem exudate samples used in this analysis are shown in Supplementary Figure S1. In any RNA isolation, the possibility of RNA degradation is a concern. We note that the production of eight samples, each from a distinct biological replicate, which all show strikingly similar patterns during capillary electrophoresis, mitigates this concern. Strikingly, RNA prepared from phloem exudates lacks prominent rRNA bands that are typical of 28 S (~4000 nt) and 18 S (~1900 nt) RNA. RNA from phloem exudates also lacks prominent RNA species in the 70–150 nt range that comprise 5.8 S rRNA, snoRNA and tRNA. Instead, phloem exudate RNA larger than about 100 nt was not readily detectable, and prominent bands that are typical for RNA prepared from cellular samples are not observed. Phloem exudate RNA samples instead have a more smeared appearance.

RNA derived from tRNA is highly abundant in Arabidopsis phloem exudates. We prepared sRNA libraries from 3 biological replicates of RNA from +Fe whole shoots, 3 biological replicates of RNA from −Fe whole shoots, 4 biological replicates of +Fe phloem exudate RNA and 4 replicates of −Fe phloem exudate RNA. 

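The counts of the 4 −Fe and 4 +Fe phloem exudate libraries, from plants kept for 3 days on medium without or with iron, were analysed here, and the whole-shoot libraries were not used here. The authors removed adapters with Cutadapt, aligned and quantified the reads with ShortStack, and deposited the raw read count of each locus in each library, without normalization. The deposited table lists 20347 loci on chromosomes 1 to 5, of which 325 are miRNA precursors, and 1441 of the loci had no count in any library. Total counts per library ranged from 10347644 to 14116739 and summed to 96628856 over the 8 libraries. In the −Fe libraries the totals were 10589005, 12675445, 11860871 and 13163733 for replicates 1 to 4, and in the +Fe libraries 14116739, 10347644, 13424342 and 10451077. A count of 0 allows up to 3 counts, which is between 0.213 and 0.290 CPM (counts scaled to the total of the library) in these libraries. Reads amplified without molecular identifiers are not independent molecules, so such limits cover counting error only. Loci can overlap in the table: 344 loci overlap a longer locus and hold 1.95% of the counts, and a read there may be counted at both. Genes at a locus were named from the TAIR10.1 gene table, in which all 325 precursors were found by name. Coordinates are printed as the authors' table gives them. Their genome build is not named in the table, and 247 precursors had the same start and end in TAIR10.1, while the other 78 lay 1 nt lower.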

We did not impose any size constraints during the construction of these libraries. We observed that 16 and 32 nt reads are highly abundant in phloem exudate libraries (Figure 2A). We then mapped the reads from phloem exudates to different features in the genome and used our previously published whole shoot +Fe and −Fe sRNA library results as a control for comparison [43]. 

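Each locus was assigned to the first annotated feature that it overlapped by at least 1 nt, in the order tRNA, rRNA, miRNA, snRNA or snoRNA, and protein-coding gene, without regard to strand, and its whole count went to that feature. The 459 loci at a nuclear tRNA gene held 36127474 counts, and their share per library was 37.2% ± 4.34 (SD, n = 8). The lowest share was 31.5%, in +Fe replicate 4, and the highest 42.7%, in +Fe replicate 3. The counts sat at few loci, since 3 of them made up more than 50% of all tRNA counts and the 6 highest held 77.5%. Near-identical tRNA genes can share reads, so the division of counts among single loci is uncertain. The alternative that moved the tRNA share most asked the tRNA gene to cover at least 50% of the length of the locus, which left 2.86% of the counts, because the loci with the most counts are much longer than the tRNA gene inside them.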

Sequences that mapped to tRNAs are highly abundant in phloem exudate samples, compared to their abundance in whole shoots (Figure 2B). From 8 biological replicates, a total of 158,568,688 reads were counted and 73,291,106 of these reads (46.2%) were derived from tRNA genes. 

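At tRNA loci the share was 38.0% ± 4.26 (SD, n = 4) of the counts in −Fe exudates and 36.4% ± 4.90 (SD, n = 4) in +Fe exudates, a difference of 1.59 percentage points that lies within the spread between replicates (exact two-sided permutation test, p = 0.629).
With each library left out in turn the difference ranged from -0.0201 to 3.71 percentage points.

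**Figure D1:**
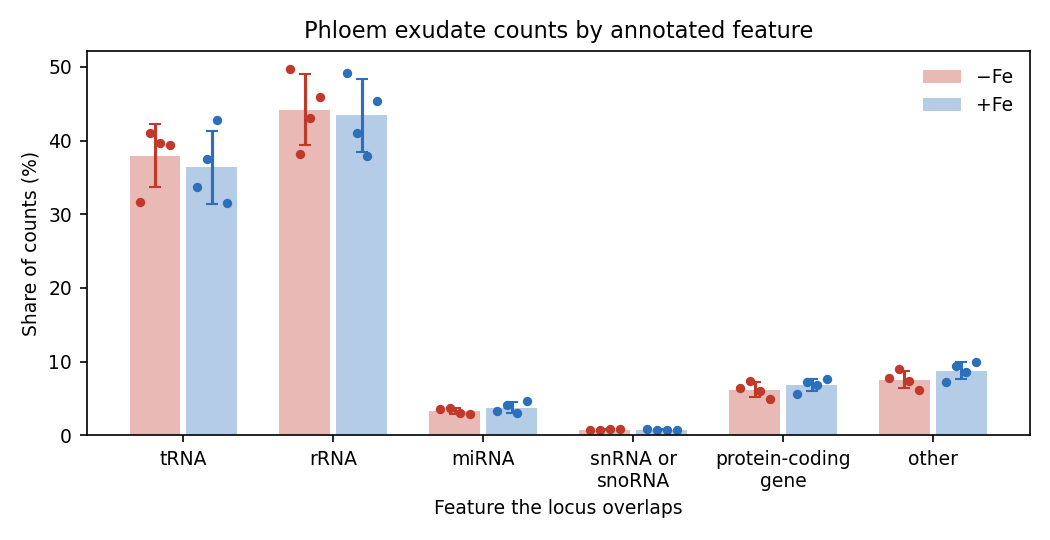
Share of the counts of each phloem exudate library (%, y axis) at loci that overlap each annotated feature (x axis). Bars are means of 4 libraries, error bars are SD and points are single libraries. The −Fe and +Fe libraries overlap in every feature, and tRNA and rRNA loci hold most of the counts. Reads of miRNA precursors may be counted again at overlapping loci.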

For comparison, only 2.9% of total reads were derived from tRNA genes in the libraries made from RNA from whole shoots. Sequences that mapped to rRNA and especially to mRNAs, TEs and other regions (intergenic regions and introns) are much less abundant in phloem exudate samples. 

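Only 2 loci overlapped rRNA genes, on chromosome 2 from 1476 to 11521 and on chromosome 3 from 14197200 to 14203223, and they held 19099525 and 23204175 counts. Together they took 43.8% ± 4.56 (SD, n = 8) of the counts of a library. Loci at protein-coding genes (10998 loci) held 6.53% ± 0.948 (SD, n = 8), loci at annotated miRNA genes 3.53% ± 0.623, snRNA or snoRNA loci 0.783% ± 0.0626 and loci at none of these features 8.17% ± 1.29. The miRNA share may count reads more than once, because other loci overlap the precursors, which themselves held 1.66% of all counts. Gene spans were used for protein-coding genes, introns included, and transposable elements were not a class of their own in the gene table. Between −Fe and +Fe exudates, the rRNA share differed by 0.809 percentage points (exact two-sided permutation test, p = 0.771) and the protein-coding share by -0.652 (p = 0.371 from the same test). None of the 6 features differed after Benjamini-Hochberg adjustment (smallest adjusted p = 0.743), and the smallest p of the same test before it was 0.229. The smallest p that this test can give is 0.0286, so a single differing feature could not have passed the adjustment.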

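Similarity was measured as the correlation of log2 CPM (pseudocount 1 CPM) across the 17722 loci with at least 10 counts over the 8 libraries, for each of the 28 pairs of libraries.
Loci are not independent replicates, so the correlations describe the libraries and were not tested.
The median Spearman correlation was 0.788, from 0.733 to 0.850, and the median Pearson correlation 0.886, from 0.787 to 0.923.
The median Spearman correlation within −Fe was 0.821, within +Fe 0.762 and between the conditions 0.786.
Over the 1000 loci with the most counts, which hold 93.0% of the counts, the median Pearson correlation was 0.963 (lowest 0.933). The median Spearman correlation over these loci was 0.786 (lowest 0.662), no higher than over all loci.
A pseudocount of 0.1 CPM moved the median Pearson correlation over all 17722 loci most, to 0.774.
The number of loci with a count ranged from 14214 to 16201 in −Fe libraries, while +Fe replicates 2 and 4 had 12117 and 11269 against 14585 and 14291 in +Fe replicates 1 and 3.

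**Figure D2:**
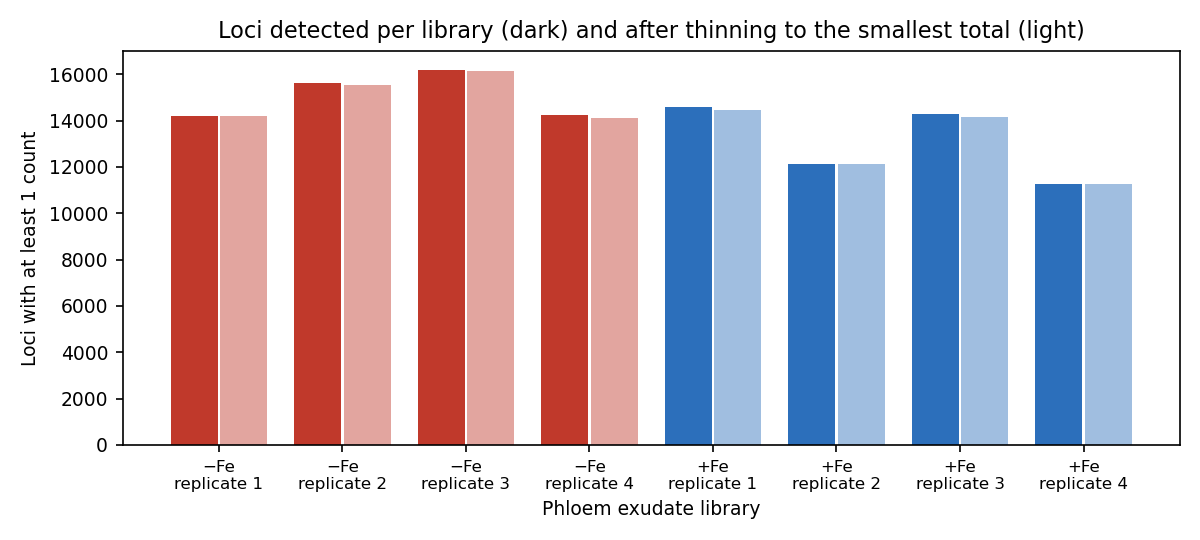
Number of loci with at least 1 count (y axis) in each phloem exudate library (x axis), with all counts (dark bars) and after thinning each library at random to 10347644 counts (light bars). With all counts, +Fe replicate 2 (12117) and +Fe replicate 4 (11269) are below the other 6 libraries, and they stay below them after thinning.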

We note that each of the eight replicates used showed very similar patterns, which helps allay concerns that library production steps (particularly amplification steps) caused the over-representation of particular fragments. This result suggests that there is selectivity for loading, or perhaps for retaining, particular RNAs in the phloem sap.

Next, we investigated whether the observed tRNA fragments in the phloem exudate samples originated from nucleus-encoded or organelle-encoded tRNA genes (+Fe and −Fe). In phloem exudates, 64.6% of tRNA reads originate from nucleus-encoded tRNAs, while 34.6% and 0.8% originate from plastid- and mitochondria-encoded tRNAs, respectively (Figure 2C). 

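The deposited table covers nuclear chromosomes only, so the 459 tRNA loci are all nuclear and the plastid and mitochondrial fractions were not analysed here. Of the tRNA counts, 34.2% lay on chromosome 1, 9.09% on chromosome 2, 4.89% on chromosome 3, 29.3% on chromosome 4 and 22.5% on chromosome 5.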

In our whole shoot libraries, 80% of tRNA reads originate from nucleus-encoded tRNAs and 19.2% originate from plastid-encoded tRNAs, while 0.8% originate from mitochondria-encoded tRNAs. These frequencies are similar to the frequencies reported previously for Arabidopsis leaves [44]. There are 37 plastid-encoded tRNAs in Arabidopsis, and fragments from all of them were observed in our phloem exudate samples. We investigated the position of reads from the 37 chloroplast-encoded tRNAs. Most commonly (24/37), plastid-encoded tRNA genes had reads that mapped in the 5′ half. Each individual gene often had distinct reads representing both 5′- tRNA related fragments (tRFs) and 5′ tRNA halves. This is similar to patterns we observed for nuclear tRNA genes (Supplementary Figure S2A). In addition, 6/37 chloroplast-encoded tRNA genes had reads from the 3′-end, both as 3′-tRFs and 3′-tRNA halves (Supplementary Figure S2B). This pattern is again similar to some nuclear tRNA genes, and, like plastid-encoded tRNA genes, reads from the 3′ ends of nuclear genes were not nearly as numerous as reads from the 5′ ends. Additionally, 10/37 plastid-encoded tRNA genes had indistinct reads that mapped to the whole length of the gene (Supplementary Figure S2C). These less distinct fragments could be interpreted as breakdown products, rather than distinct tRFs.

There are 268 tRNA genes with altered representation in phloem exudates compared to whole shoots, of which 158 are over- and 110 are under-represented (Figure 3A). The overall changes of over- and under-represented tRNA genes in phloem exudates are shown in Supplementary Table S1. We used tRAX (tRNA Analysis of eXpression) software [45] for in-depth analysis of tRNAs in phloem exudates. We note that it was not possible to incorporate chloroplast-encoded tRNAs into the tRAX pipeline so we focused on a detailed analysis of the nucleus-encoded tRFs. 

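Nuclear tRNA loci were grouped by the isotype of the tRNA gene they overlap, without separating the sizes of the reads. Glycine loci (34 loci) held 70.7% ± 3.53 (SD, n = 8) of the tRNA counts, histidine loci (10 loci) 13.1% ± 2.28 and glutamic acid loci (24 loci) 12.4% ± 3.43. Near-identical tRNA genes share reads that the authors' alignment could place at any copy, so the isotype totals are firmer than the counts of single loci. Asking the tRNA gene to cover at least 50% of the locus moved these shares most, to 0.102% for glycine, 50.2% for histidine and 40.7% for glutamic acid.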

Through this analysis, we determined that not all tRNAs are represented equally in the phloem sap and that there are particularly dominant tRNA isotypes found in phloem exudate samples. These dominant tRNA isotypes are glycine, alanine, glutamic acid, histidine and serine (Figure 3B). 

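After glycine, histidine and glutamic acid, the next isotypes in these counts were alanine (31 loci), with 1.53% ± 0.358 (SD, n = 8) of the tRNA counts, and aspartic acid (24 loci), with 0.946% ± 0.160. Serine loci (36 loci) held 0.169% ± 0.0536. The histidine share was 14.5% ± 2.11 (SD, n = 4) in −Fe and 11.6% ± 1.46 (SD, n = 4) in +Fe exudates (exact two-sided permutation test, p = 0.0571; Benjamini-Hochberg adjusted p = 0.629 over 22 groups). None of the 22 groups differed after adjustment, and before it the smallest p was 0.0571. The smallest p that this test can give is 0.0286, so a single differing group could not have passed the adjustment.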

Remarkably, the number of reads for the three most abundant tRNA isotypes, glycine (23.7%), alanine (9.3%) and glutamic acid (7.3%), correspond to 40.3% of the total reads counted in phloem exudate samples.

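As a share of all counts of a library, glycine loci held 26.2% ± 2.74 (SD, n = 8), glutamic acid loci 4.69% ± 1.66, histidine loci 4.84% ± 0.870 and alanine loci 0.567% ± 0.152. Glycine, alanine and glutamic acid loci together held 31.5% ± 3.91 (SD, n = 8). The paper analysed tRNA reads with tRAX, so its shares and these of nuclear locus counts are unlike measures.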

Read coverage analysis of the tRNA sequences showed that the reads that mapped to tRNAs do not represent full-length tRNAs. Mapped reads in phloem exudates have specific peaks for 16 and 32 nt reads (Figure 3C). This seems to reflect the two dominant size categories of fragments present in our libraries (Figure 2A). Almost all (98%) of the 16 nt reads mapped to tRNAs. For 32 nt reads, 88% of reads mapped to tRNAs, and the rest mapped to rRNAs (5.6%) and the category “other”, which comprises intergenic regions and introns (5.6%; Figure 3D).

Furthermore, phloem exudates are enriched in 5′ tRNA-related fragments (tRFs: ~16-nt long) and 5′ tRNA halves (~32-nt long) (Figure 3E,F). When we exclude 16 nt reads from our tRNA analysis, we observe that the majority of reads came from tRNA halves (Figure 3E), corresponding with the dominant peak at 32 nt. Analyses that include the 16 nt reads show a highly abundant peak at the 5′ end, corresponding to 5′ tRFs (Figure 3F). Thus it appears that 16 nt reads and 32 nt reads represent 5′ tRFs and 5′ tRNA halves, respectively.

It is important to note that the observation of very specific abundant fragments is specific to tRFs. We examined whether reads mapping to rRNAs showed a similar pattern. The rRNA reads from phloem exudates map randomly throughout the length of their cognate rRNA gene, indicating that these reads are likely products of degradation and not specific classes of fragments. We have also investigated the mapping patterns of reads that mapped to mRNAs. A large portion of mRNAs in Arabidopsis have been designated as phloem mobile based on sequencing following hypocotyl grafting of divergent ecotypes of Arabidopsis [46]. 

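Loci were matched to the genes that Supplementary Table S2 lists by their locus tags in TAIR10.1. Of its 30 entries, 10 are plastid genes, which were not analysed here, and 20 are nuclear, for 19 different genes, because AT3G06435 is listed more than once. Each of the 19 overlapped at least 1 locus, and 17 of them had loci with more than 5000 counts in total. At 7 of the nuclear entries the locus also overlaps an rRNA, miRNA, snRNA or snoRNA gene, so its count cannot be assigned to the mRNA: AT2G01021 and AT2G01008 lie in the rRNA locus of chromosome 2, AT5G14550 and AT3G41762 share loci with an annotated miRNA gene, and HSFA9 (AT5G54070), AT3G15920 and AT2G35750 share theirs with snRNA or snoRNA genes. For AT5G14550 there are 2 overlapping loci with 88114 counts together, of which 44050 are at MIR398b itself, so the same reads appear to be counted at both. The locus at AGO2 (AT1G31280) held 1793 counts, with 17.7 ± 1.15 CPM (SD, n = 4) in −Fe and 20.0 ± 5.22 CPM (SD, n = 4) in +Fe exudates, and the locus at FAR1 (AT5G22500) held 3163 counts. None of the 20 entries differed between −Fe and +Fe (exact two-sided permutation tests, smallest p = 0.0857, at AT3G17400).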

We investigated the patterns of sRNA fragments from the 30 genes with the highest read counts in our sRNA libraries (>5000 reads) in a genome browser. None of these mRNAs were categorized as phloem mobile in their TAIR annotations (Supplementary Table S2). Mapping patterns of most of these genes had variable read positions and lengths and also contained gaps in which no reads were mapped (Supplementary Figure S3). Reads with this type of pattern are typically interpreted as representing random degradation products. Interestingly, 5 out of the 30 most abundant mRNAs from our sRNA libraries had very distinct reads (18 to 33 nt) that came from defined positions within their cognate mRNAs (Supplementary Figure S4). We do not know if these distinct reads possess any biological relevance.

Phloem mobile miRNAs in Arabidopsis. We analyzed our phloem exudate data to establish a set of miRNAs that are present in Arabidopsis phloem sap. Out of the 428 mature miRNAs annotated for Arabidopsis (miRbase v22), 166 miRNAs (38.7%) were found in our phloem exudate libraries. 

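Among the 325 miRNA precursors of the deposited table, 255 had at least 1 count in some library, and 70 had none. Precursors with at least 1 count numbered 195, 212, 226 and 207 in −Fe replicates 1 to 4 and 201, 185, 191 and 168 in +Fe replicates 1 to 4. Precursor counts made up 1.66% of all counts, and the 3 highest precursors, MIR158a (428232 counts), MIR166a (326913) and MIR159a (171689), held 57.9% of them. These are counts of precursor loci, so mature miRNAs of one precursor are not separated, members of a family may share reads, and 298 of the precursors also overlap a locus that is not a precursor, where the same reads may be counted again.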

We used the criterion that each miRNA had to be present at least once in each of our eight replicate phloem exudate samples to be described as existing in the phloem sap. 

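By the criterion of at least 1 count in each of the 8 libraries, 143 precursors were detected, which is 44.0% of those listed. The count moved most when precursors were collapsed by miRNA number, with 91 of 214 families detected in all 8 libraries. With at least 10 counts in each library, 105 precursors were detected. Leaving out each library in turn gave 143 to 152 precursors.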

Count data for the phloem mobile miRNAs are given in Supplementary Table S3.

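All 166 precursors of Supplementary Table S3 are in the deposited table, and 137 of them had a count in each of the 8 libraries there. Of the other 29, 12 had no count in any library. For 38 of the 166, the total in Supplementary Table S3 was within 5% of the deposited total, and for 88 it was more than 1.5 times as high. For 26 precursors with nearly equal totals, each of the 8 columns of Supplementary Table S3 was closest to the deposited library of the same name. The precursors of the miRNA families that the introduction names for sulfate, phosphate and iron were compared as families: miR159 had 2185 ± 947 CPM (SD, n = 4) in −Fe and 2297 ± 474 CPM (SD, n = 4) in +Fe, and miR395 had 26.8 ± 39.2 and 19.0 ± 11.6 CPM. The −Fe mean of miR395 rests on −Fe replicate 2, and without it was 7.20 ± 3.75 CPM (SD, n = 3), below that of +Fe (exact two-sided permutation test, p = 0.0571). For miR159 the direction changed without −Fe replicate 3 (2439 CPM), without −Fe replicate 4 (2356 CPM) or without +Fe replicate 1 (2125 CPM in +Fe). None of the 7 families (miR159, miR169, miR172, miR173, miR394, miR395 and miR399) differed (exact two-sided permutation tests, smallest p = 0.286, smallest Benjamini-Hochberg adjusted p = 0.933).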

In whole shoot samples, seven miRNAs (Supplementary Table S4) were down-regulated during iron deficiency. All seven of these miRNAs are known to be copper-responsive miRNAs [47]. Crosstalk between iron and copper is well documented, and we expected to see copper-responsive miRNAs in our analysis of whole shoot sRNAs under iron deficiency. This result demonstrates that iron deficiency was correctly imposed on the samples. It is important to note that no miRNAs or sRNAs were upregulated by iron deficiency in whole shoots, with the exception of sRNAs from the long non-coding RNA, *CAN OF SPINACH* [43].

We examined sRNAs in phloem exudate samples because it is possible that low-count sRNA signals of iron deficiency, present only in the phloem, might have been masked in the whole shoot sRNA samples we previously sequenced [43]. 

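Differences between −Fe and +Fe exudates were tested with edgeR's quasi-likelihood test on the raw counts, normalized by edgeR's TMM method, for the 17722 loci with at least 10 counts over the 8 libraries. A locus was called at a Benjamini-Hochberg adjusted p-value under 0.1 and a log2 fold change of at least 0.5 in either direction, which are the study's thresholds, and DESeq2, the study's tool, was run as an alternative. The common dispersion was 1.11, so counts at the same locus varied widely between replicates. On counts simulated with the dispersion of these data, edgeR recovered 98 of 200 loci changed 4-fold (49.0%) and 195 of 200 changed 64-fold (97.5%). The changed loci were drawn from those with a mean above 1 CPM. The miRNAs of Table 1 lie below that mean, so these rates do not cover them. The smallest p-value that an exact permutation test of 4 libraries against 4 can give is 0.0286.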

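By edgeR's quasi-likelihood test 0 of the 17722 loci were called (smallest Benjamini-Hochberg adjusted p = 0.644), while 1187 had an unadjusted p under 0.05, of which 861 were higher and 326 lower in −Fe. DESeq2 moved the number of calls most, with 34 loci called, 31 higher and 3 lower in −Fe. In the simulation, DESeq2 called 109 unchanged loci beside 107 of 200 changed 4-fold, so these 34 calls may hold many false ones. In 28 of the 31 higher loci, all 4 +Fe libraries had at most 3 counts. Of the sRNAs in Supplementary Table S5, 1 carries a name of the deposited table, a locus on chromosome 5 from 8589381 to 8590410, within COL4 (AT5G24930). It had 52, 40, 19 and 43 counts in −Fe replicates 1 to 4 and 0, 0, 0 and 1 in +Fe replicates 1 to 4, at least 12.8-fold higher in −Fe (exact two-sided permutation test, p = 0.0286). Its edgeR p was 1.81e-04 before and 0.644 after Benjamini-Hochberg adjustment, and its adjusted p by DESeq2 was 0.00144, within a range of 0.00144 to 1.00 over the alternatives. The study chose it on these libraries, so this is not independent evidence. The lower bound of its fold covers counting error only, not the spread between replicates.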

We identified 46 sRNA species that are iron regulated, of which 41 were up- and five were down-regulated (FDR < 0.1, Supplementary Table S5) It is important to note the non-canonical nature of these sRNAs. Most of these sRNAs were not in the size range of 21 to 24 nt. The sizes of these non-canonical sRNAs ranged from 18 to 47 nt.

In addition to these sRNAs, five miRNAs were found to be iron regulated in phloem exudate samples (*p*-value < 0.05, Table 1). 

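Among the 233 miRNA precursors tested by edgeR, 14 had an unadjusted p under 0.05, 12 higher and 2 lower in −Fe, and 0 had an adjusted p under 0.1, either over all loci or over the precursors alone (smallest 0.561). The 14 are MIR857, MIR5020b, MIR830, MIR5998a, MIR5998b, MIR3440b, MIR8172, MIR5654, MIR837, MIR5026, MIR407, MIR3434, MIR826a and MIR826b. MIR8172 and MIR407 were the 2 lower ones. The edgeR filter on expression (filterByExpr) moved the count most, to 2 of 165 precursors tested. It removed 10 of the 14, and of the other 4, MIR8172 kept an unadjusted p under 0.05, while MIR5026, MIR5654 and MIR407 did not; MIR775 was the other of the 2.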

Strikingly, these five miRNAs are essentially only detected in the −Fe samples, which makes them interesting candidates to study further for their roles in iron homeostasis in Arabidopsis. 

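MIR857, on chromosome 4 from 7878185 to 7878561, had 33, 25, 4 and 18 counts in −Fe replicates 1 to 4, or 1.70 ± 1.16 CPM (SD, n = 4), against 1 count in the 4 +Fe libraries together, at least 6.71-fold higher (exact two-sided permutation test, p = 0.0286; adjusted p = 0.0714 over the 5 miRNAs of Table 1). Its edgeR p was 0.00743 (adjusted p = 0.644). MIR830, on chromosome 1 from 4820355 to 4820549, had 25, 8, 3 and 6 counts in −Fe and 0 in each +Fe library, at least 3.65-fold higher (p = 0.0286 and adjusted p = 0.0714 by the same permutation test), or at least 1.76-fold higher without −Fe replicate 1. MIR5020b had 34, 27, 1 and 0 counts in −Fe replicates 1 to 4 and 0 in +Fe, at least 5.36-fold higher (exact permutation test, p = 0.143), or at least 2.91-fold higher without −Fe replicate 1. MIR5998a and MIR5998b both had 0, 20, 7 and 11 counts in −Fe and 0 in +Fe, at least 2.97-fold higher (exact permutation test, p = 0.143), or at least 1.88-fold higher without −Fe replicate 2; they overlap by 189 nt and have identical counts, so they are not separate measurements. The study chose these miRNAs on the same libraries, so the tests of them are not independent evidence. For none of these 5 was the +Fe level above the limit that a count of 0 allows. The lower bounds of the folds cover counting error only, not the wide spread between replicates. From counts found essentially in −Fe samples only, the paper reasons that these miRNAs are candidates for further study of their roles in iron homeostasis.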

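No miRNA of Table 1 had a count in all 8 libraries, and MIR830 and MIR857 were the ones counted in all 4 −Fe libraries. Over the 8 libraries, MIR830 had 42 counts, MIR857 81, MIR5020b 62 and MIR5998a 38.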

Based on this finding, we extended our criterion for phloem mobile miRNAs and categorized these five miRNAs also as phloem mobile miRNAs, since they are clearly detected during iron deficiency. This highlights the idea that some miRNAs may be phloem mobile only under specific physiological conditions. We checked for miRNAs that were only expressed in iron-sufficient conditions and not in iron-deficient conditions, but there were no miRNAs that fit this criterion. Together with these five iron-regulated miRNAs, we detected 171 phloem mobile miRNAs in Arabidopsis, accounting for 40% of all the mature miRNAs annotated for Arabidopsis.

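No precursor had a count in all 4 +Fe libraries and in no −Fe library, and 1 precursor, MIR830, met the mirrored criterion for −Fe. With a looser criterion of at least 10 counts in one condition and at most 1 in the other, 1 precursor was found for +Fe and 19 for −Fe. The precursor for +Fe was MIR399d, with 39 of its 41 counts in +Fe replicate 2.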

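With the 5 miRNAs of Table 1 added, 148 of the 325 listed precursors met either criterion. The 6 precursors detected in all 8 libraries that Supplementary Table S3 does not list were MIR835, MIR833b, MIR8169, MIR8165, MIR5657 and MIR5659.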

## 3. Discussion

Fragment analyzer results of the phloem exudate samples showed no high molecular weight bands in high sensitivity mode that would have corresponded to typical full-length mRNAs (Figure 1 and Supplementary Figure S1). Multiple studies have provided evidence that mRNAs can be transmitted across graft junctions via phloem using heterografted systems of different Arabidopsis ecotypes [46], different grape (*Vitis vinifera*) varieties [48], heterografts of Arabidopsis and *Nicotiana benthamiana* [49], of cucumber (*Cucumis sativus*) and watermelon (*Citrullus lanatus*) [50] and of *Nicotiana benthamiana* and tomato (*Solanum lycopersicum*) [51]. The fragment analyzer system allowed us to observe RNA sizes present in the Arabidopsis phloem sap directly. However, the analysis was unable to detect RNA sizes larger than 200 nt in the high-sensitivity mode (Supplementary Figure S1). The full-length mRNAs might be present in the phloem sap but in low amounts that were not possible for the fragment analyzer system to detect.

In this study, we have investigated the basic sRNA content of phloem sap in Arabidopsis. The majority of sRNA reads from Arabidopsis phloem exudates mapped to tRNAs (Figure 2B). Although a similar observation was reported previously in pumpkin (*Cucurbita maxima*) [52], to our knowledge, this has not been reported previously for Arabidopsis. The previous study was done before the emergence of next-generation sequencing technologies like sRNA-seq. Thus, our study provides a more in-depth exploration of the sRNAs present in the phloem sap. By cloning and sequencing small (30–90 nt) RNA from phloem sap, Zhang et al. determined that the majority were fragments of tRNAs and rRNAs [52]. We observed over-represented specific fragments of tRNAs as in phloem sap, while rRNAs mapped all over their cognate mRNAs indicating that they are likely to be random degradation products.

Fragments derived from glycine tRNAs were the most abundant type of tRNA fragments in Arabidopsis phloem sap (Figure 3B), corresponding to ~24% of all reads from the phloem exudate samples. In particular, fragments from tRNAs encoding GlyTCC are one of the most overrepresented fragments in our phloem exudates. tRNA fragments derived from GlyTCC were also the most abundant sRNA in barley shoots [53], while in Pi-starved roots of Arabidopsis, tRNA GlyTCC was highly enriched compared to +Pi roots [54].

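The glycine locus with the most counts, which lies on chromosome 4 from 10325670 to 10326360 and overlaps the tRNA gene AT4G18815, held 9436160 counts, or 9.77% of all counts. It had 9.70% ± 1.09 (SD, n = 4) of the counts in −Fe and 9.70% ± 1.11 (SD, n = 4) in +Fe exudates. The next were the locus on chromosome 1 from 4285431 to 4285975 (AT1G12590), with 6532891 counts, and that on chromosome 5 from 3578150 to 3578372 (AT5G11225), with 5078205 counts. The anticodon of these genes was not used here. Near-identical glycine tRNA genes can share reads, so the separate counts of these loci are uncertain.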

In a previous study of nucleus-encoded tRNAs in Arabidopsis leaves, fragments from alanine tRNAs were the most abundant reads [44]. This difference between our study and Cognat et al. might be because the RNAs were extracted from different sources. Additionally, Cognat et al. did not investigate sRNAs smaller than 18 nt, which might have caused this difference. It is important to note that we observed a huge peak in 16 nt reads corresponding to 5-tRFs and this difference in size cut-offs could have affected the tRNA acceptor distribution as well.

The function of these highly abundant tRFs in the phloem remains elusive, and further experimentation would be necessary to elucidate function(s). One clear role of tRNAs is in translation. However, there is no evidence of ribosomes being present in the phloem. Observations of phloem ultrastructure [55], amino acid loading experiments in wheat sieve tubes [56], and proteomic analyses of phloem sap from cucumber [57], rice [58] and *B. napus* [59] all showed that a translation system based on ribosomes is not present in the phloem. A previous study examining tRNA fragments in phloem argued that tRNA-halves could serve as a long-distance signal to inform sink tissues about the status of source tissues [52]. Interestingly, a recent study showed that tRNA-derived small RNAs can target transposable element (TE) transcripts [38]. We hypothesize that the tRFs and tRNA-halves could be targeting viruses and other mobile elements like TEs in the phloem to protect genome integrity. Further experimentation would be required to determine such a function.

There are potential pitfalls for analyzing tRNAs and tRFs using conventional sRNA sequencing. Diverse termini and base modifications can introduce biases for tRNAs. Having an unusual terminus (e.g., 5′-OH, 5′-ppp, and 3′-p) is known to interfere with the standard ligation procedures during sRNA-seq [60]. Methylation, particularly m1A, is highly present in Arabidopsis tRNAs [61]. Base modifications can form different base pairings and impede reverse transcription, leading to misincorporations [62,63]. In recent years, novel approaches, such as ARM-seq, PANDORA-seq and CPA-seq, which aim to remove these impediments, have been introduced to study tRNA populations [60,64,65]. All eukaryotic tRNAs have a 3′ CCA tail added post-transcriptionally as part of their maturation process. Reads from mature tRNAs or 3-tRFs may not be able to align correctly with the reference genome. However, the tool we used in this study, tRAX, overcomes this issue. tRAX builds a custom reference database that also includes tRNA transcripts with the addition of a 3′ CCA tail [45].

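Over all loci tested, the median edgeR log2 fold change of −Fe against +Fe was 0.07 with TMM normalization and -0.12 with library totals alone. With library totals alone, the loci with an unadjusted p under 0.05 numbered 1273, 688 higher and 585 lower in −Fe, so the split between higher and lower depends on the scaling.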

The sRNA composition of the phloem sap was changed during iron deficiency. 

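With DESeq2, 12 of the 34 loci also had a Benjamini-Hochberg adjusted p under 0.05. Of the 31 loci that were higher in −Fe, 21 lay at protein-coding genes (67.7%), against 58.4% of the 5189 other loci of similar mean count (Fisher's exact test across loci, p = 0.362).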

We detected 46 sRNA species that are iron regulated. However, only a small portion of them possess a canonical size (21–24 nt). 

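Of the miRNAs in Table 1, all 5 had an edgeR p under 0.05, in the fit of the 8 libraries and in each of the 8 fits that left out 1 library. With the replicate number as a block in the fit, 1 of the 5 (MIR857) did, and the filterByExpr filter left none of them to test. By DESeq2, 12 precursors had an unadjusted p under 0.05, and MIR857 alone had an adjusted p under 0.1 over all loci (0.0819).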

Only five miRNAs, mostly of unknown function, were found to be iron-regulated in the phloem (Table 1). In whole shoots, we observed seven miRNAs (miR397a/b, miR398a/b/c, miR408 and miR857) that are down-regulated under iron deficiency. All are known Cu-responsive miRNAs and are conserved in dicots [47]. Similarly, miR398a/b/c were down-regulated in rosettes in Kas-1 and Tsu-1 backgrounds under iron deficiency [23]. 

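Of the 7 copper-responsive miRNAs, all had counts in phloem exudates. MIR398b, on chromosome 5 from 4691021 to 4691136, had 2992, 9594, 3738 and 3632 counts in −Fe replicates 1 to 4 and 4517, 7100, 7490 and 4987 in +Fe replicates 1 to 4, and MIR408, on chromosome 2 from 19319813 to 19320030, had 74.7 ± 36.7 CPM (SD, n = 4) in −Fe and 92.3 ± 17.1 CPM (SD, n = 4) in +Fe exudates. MIR398a had 76, 106, 76 and 63 counts in −Fe and 93, 119, 200 and 62 in +Fe. The means of MIR398c were 32.4 ± 18.9 and 38.8 ± 12.1 CPM, of MIR397b 4.14 ± 3.18 and 7.86 ± 4.19 CPM and of MIR397a 1.30 ± 0.967 and 0.808 ± 0.839 CPM (SD, n = 4 each). None of these 6 differed in CPM beyond the spread between replicates (exact two-sided permutation tests, p from 0.229 to 0.600). MIR398b and MIR398c may share reads, so their separate counts are uncertain.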

From these five iron-regulated miRNAs, only miR857 was detected in the phloem. 

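The edgeR log2 fold changes of MIR397b, MIR398a, MIR398b, MIR398c and MIR408 in −Fe against +Fe were -0.60 (standard error 0.61), -0.34 (0.42), -0.17 (0.24), -0.10 (0.27) and -0.12 (0.26), and that of MIR397a was 0.94 (1.55). With each library left out in turn, they ranged from -1.13 to -0.26 for MIR397b, from -0.53 to -0.09 for MIR398a, from -0.46 to -0.02 for MIR398b and from 0.20 to 1.76 for MIR397a, while those of MIR398c and MIR408 ranged from -0.41 to 0.06 and from -0.32 to 0.13, so their sign is not settled. The -0.46 of MIR398b came without −Fe replicate 2, where its unadjusted p was 0.0489 and its p adjusted over the list alone 0.171. Among the 7 copper-responsive miRNAs, 1 (MIR857) had an edgeR p under 0.1 adjusted over the list alone (0.0520) and 0 had an adjusted p under 0.1 over all loci tested, where 1 had an unadjusted p under 0.05. The exact permutation test for MIR857 gave p = 0.200 after adjustment over the list alone, although its unadjusted p was the smallest possible (0.0286). Without −Fe replicate 1, 2 or 4, or without +Fe replicate 1 or 3, no edgeR p was under 0.1 adjusted over the list alone. The shoot libraries were not used here, so the directions in shoots and phloem were not compared.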

Interestingly, even though miR857 was downregulated in whole shoots under iron deficiency, it was upregulated in the phloem sap under iron deficiency. Although the role of these miRNAs is currently unknown, it will be worthwhile studying their potential roles in iron homeostasis in the future.

## 4. Materials and Methods

Plant material and growth. For sterile plant growth, sterilized seeds were plated and stratified as described previously [43]. Following stratification, plates were exposed to light for six hours and again placed in the dark at room temperature for three days to encourage longer hypocotyl growth. After dark treatment, plates were positioned vertically in the growth chamber (16 h light/8 h dark at 22 °C) for 10 days until the plants made their second set of true leaves. On day 11, the seedlings were transferred to sterile Petri plates containing 1/2X MS + Fe or 1/2X MS − Fe for three days. Care was taken to ensure that all handling of plants during media changes was identical in the +Fe and −Fe samples.

Phloem exudate collection. After three days on 1/2X MS + Fe or 1/2X MS − Fe, whole rosettes were harvested by making a cut below the hypocotyls in the uppermost part of the root. Keeping the hypocotyl submerged in 5 mM EDTA (pH 6), a second cut was made approximately 3 mm above the first cut. After the second cut, 8 to 10 rosettes were arranged in each well of a 12-well plate so that the hypocotyls were submerged in 2 mL of 5 mM EDTA. The submerged rosettes were incubated for 30 min in dark and high humidity. Then, EDTA was removed and 2 mL of sterile ddH_2_O with 0.2 μL (20 U/μL) of SUPERase-In™ RNase inhibitor (Thermo Fisher Scientific, Waltham, MA, USA) was added to each well. The rosettes were incubated in the water and RNase inhibitor solution for four hours in a humidity chamber kept in the dark to collect the phloem exudates. The phloem exudates were immediately frozen in liquid nitrogen and stored at −80 °C until further use.

Total RNA extraction from phloem exudates. Urine Cell-free Circulating RNA Purification Maxi Kit (Norgen Biotek Corp., Thorold, ON, Canada) was used according to the manufacturer’s instructions to isolate total RNA from Arabidopsis phloem exudates. 30 mL of phloem exudate, obtained from 90 to 120 rosettes, was used to get good-quality total RNA suitable for next-generation sequencing. The concentration and quality of four biological replicates in +Fe and four biological replicates in −Fe were analyzed using an Agilent Fragment Analyzer System.

Small RNA library preparation. We used the Small RNA-seq Library Prep Kit for Illumina (Lexogen GmbH, Cat#:052, Vienna, Austria) that offered high sensitivity and was optimized for challenging, low-input RNA sources, which made it possible to sequence total RNA extracted from Arabidopsis phloem exudates. In this library preparation workflow, 3′ adapters are ligated to total RNA, followed by the removal of excess 3′ adapters through column purification and ligation of 5′ adapters. Then, the input RNA is converted to cDNA and multiplexing indices are introduced during the amplification step. Finally, the libraries are cleaned up and concentrated prior to Illumina sequencing.

Small RNA sequencing and data analysis. Four biological replicates for each of the two conditions were prepared for sRNA-seq analysis. Single-end libraries were sequenced at the University of Massachusetts Chan Medical School Deep Sequencing Core Facility (Worcester, MA, USA). Cutadapt was used to remove adapter sequences with no size cutoffs applied [66]. ShortStack was used to align, annotate, and quantify sRNAs [67,68]. DESeq2 was used for differential expression analysis using raw read counts (FDR < 10% and log2FC ≥ |0.5|) [69].

The mapping of sRNA reads to different genomic features was performed using the sRNApipe v1.1.1 through the Galaxy platform [70,71]. The size range of sRNAs to be explored was set between 16 and 49-nt. Analysis of tRNAs and tRNA-related fragments was done using the tRAX software package [45]. Leaf sRNA-seq data from a previous study [43] were used for comparison against phloem exudate sRNA-seq data.

## Figures and Tables

**Figure 1:**
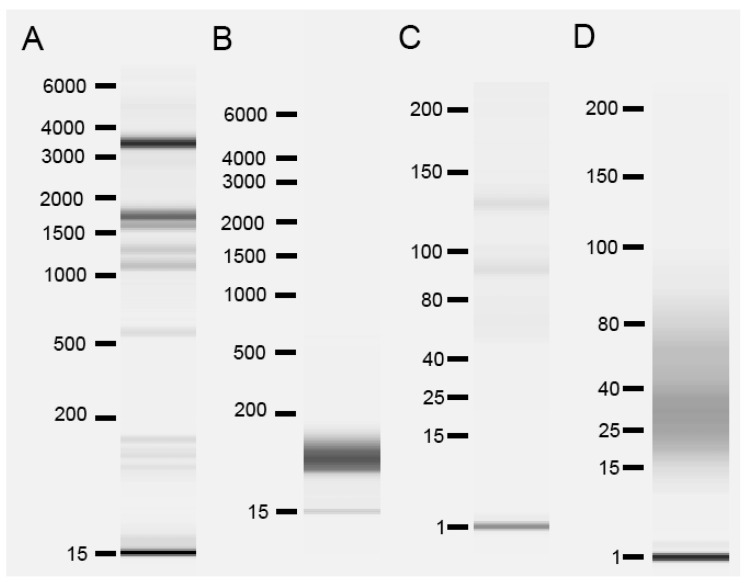
Bioanalyzer analysis of total RNA samples from whole shoots and phloem exudates. (**A**) Typical example of RNA from whole shoots run in high sensitivity mode. (**B**) Typical example of RNA from phloem exudate of whole shoots run in high sensitivity mode. (**C**) Typical example of RNA from whole shoots run in small RNA mode. (**D**) Typical example of RNA from phloem exudate of whole shoots run in small RNA mode.

**Figure 2:**
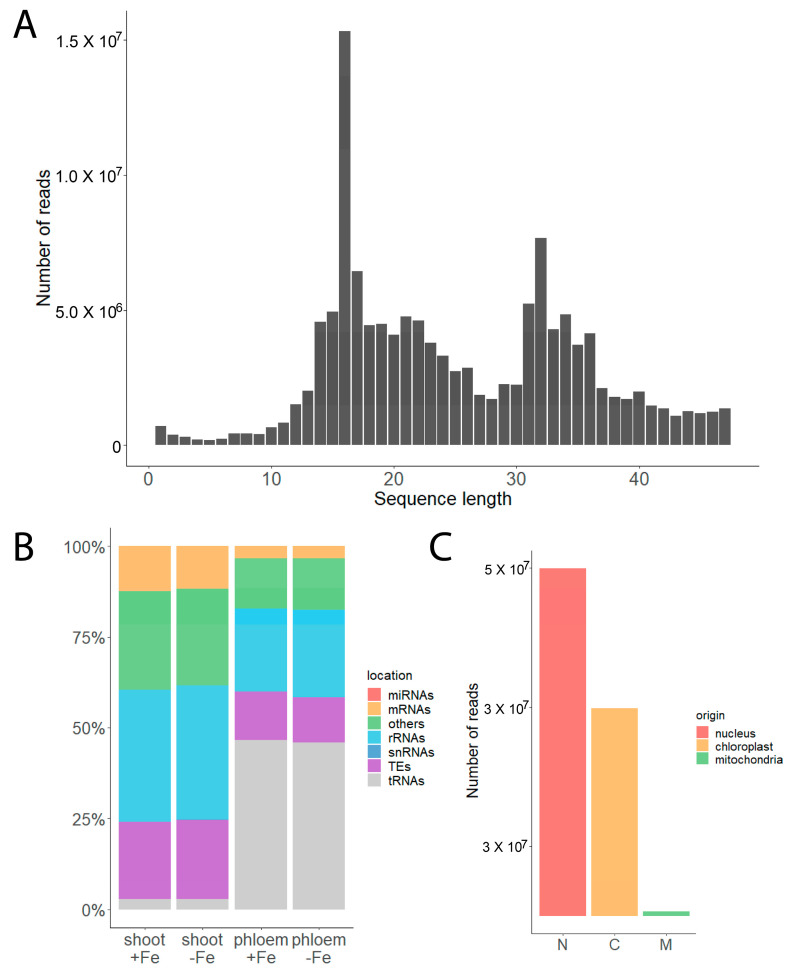
Read lengths and mapping of phloem exudate libraries. (**A**) Sequence length distribution of reads from phloem exudates. (**B**) Distribution of reads from whole shoots (shoot +Fe and shoot −Fe) and phloem exudates (phloem +Fe and phloem −Fe) based on the features they map to in the genome. (**C**) Number of reads originating from nucleus-, chloroplast- and mitochondria-encoded tRNAs in phloem exudate samples (+Fe and −Fe).

**Figure 3:**
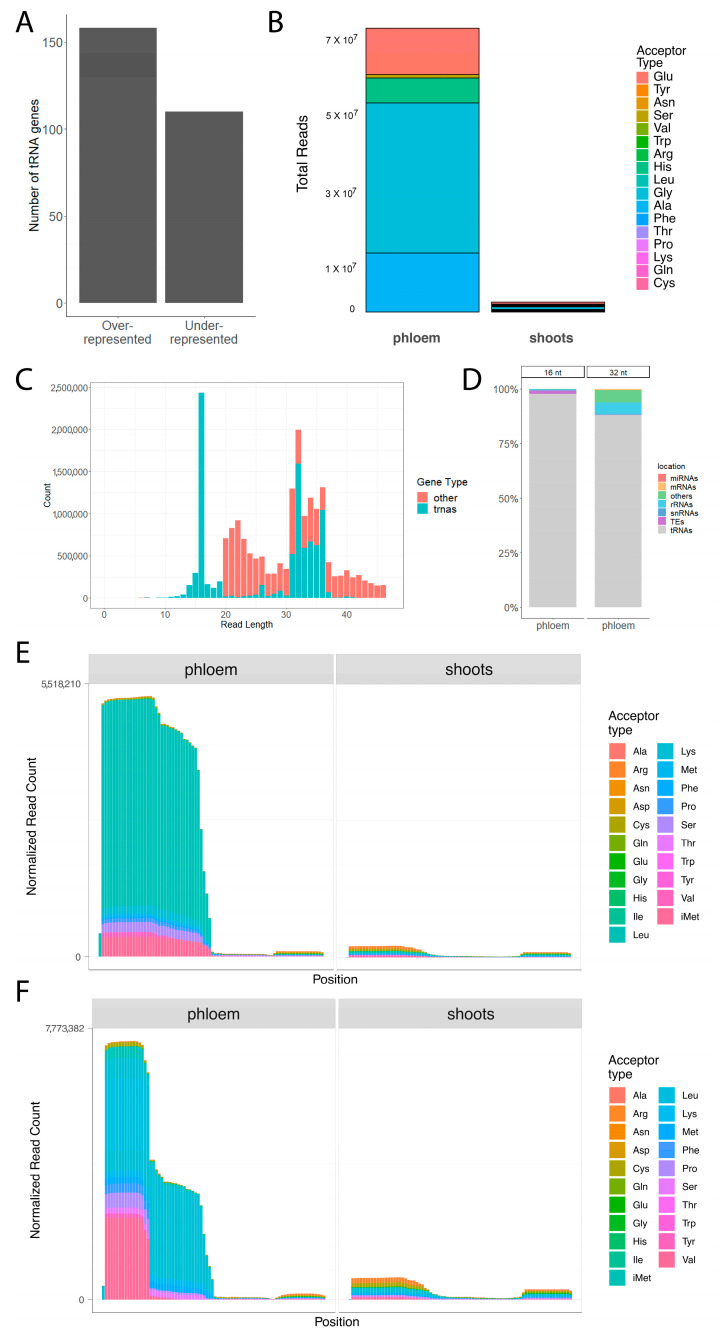
tRNA-related fragments in phloem exudates. (**A**) Number of over-represented and under-represented tRNA genes in phloem exudates compared to sRNA libraries made from whole shoots. (**B**) Distribution of total reads for tRNA acceptor types in phloem exudates and whole shoots. (**C**) Sequence length distribution and read counts of a representative sample from exudates showing whether they map to tRNAs or other features in the genome. (**D**) Distribution of 16 and 32 nt reads from all phloem exudate samples based on the features they map to in the genome. (**E**) tRNA read coverage of tRNA acceptor types in phloem exudates and whole shoots with minimum read size of 17. (**F**) tRNA read coverage of tRNA acceptor types in phloem exudates and whole shoots with minimum read size of 16.

**Table 1:** List of iron-deficiency regulated miRNAs in phloem exudates. The number of reads in each biological repetition is indicated. +Fe indicates plants grown with normal iron nutrition. −Fe indicates plants grown without iron for three days.

miRNA Name	Phloem − Fe Rep 1	Phloem − Fe Rep 2	Phloem − Fe Rep 3	Phloem − Fe Rep 4	Phloem + Fe Rep 1	Phloem + Fe Rep 2	Phloem + Fe Rep 3	Phloem + Fe Rep 4
MIR830	25	8	3	6	0	0	0	0
MIR857	33	25	4	18	0	1	0	0
MIR5020b	34	27	1	0	0	0	0	0
MIR5998a	0	26	7	17	0	0	0	0
MIR5998b	0	26	7	17	0	0	0	0

## Data Availability

The datasets generated for this study can be found in the National Center for Biotechnology Information (NCBI) GEO database accession number GSE223278.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12152782/s1, Table S1: List of over- and under-represented tRNA genes in phloem exudates; Table S2: List of 30 mRNAs with highest read counts; Table S3: List of miRNAs detected in phloem exudates; Table S4: List of Fe-deficiency regulated miRNAs in whole shoots; Table S5: List of Fe-deficiency regulated sRNAs in whole shoots; Figure S1: bioanalyzer results of total RNA from each phloem exudate sample used in this study; Figure S2: typical patterns of mapping positions of chloroplast-encoded tRNA fragments in phloem exudates; Figure S3: typical gapped mapping pattern of sRNA fragments on mRNA, with indistinct reads throughout the mRNA; Figure S4: example of an atypical mRNA mapping pattern with sRNA fragments at a few, distinct positions.

# Supplementary material for: The Small RNA Component of Arabidopsis thaliana Phloem Sap and Its Response to Iron Deficiency
**Source:** Plants (Basel). 2023 Jul 27;12(15):2782. doi: 10.3390/plants12152782
**Supplement:** Supplementary file 1

Table S1. List of over- and under-represented tRNA genes in phloem exudates. The relative abundance of transcripts from each tRNA gene was analyzed using tRAX (tRNA Analysis of eXpression) software [46]. The change in abundance of transcripts from each gene, and P-value indicating the significance of the difference are shown.

| tRNA      | Log2FC     | p-value   |
|-----------|------------|-----------|
| HisGTG.4  | 6.98650992 | 4.60E-111 |
| HisGTG.9  | 6.96024526 | 4.66E-105 |
| GluTTC.9  | 6.94948824 | 1.33E-78  |
| HisGTG.7  | 6.87543483 | 1.24E-103 |
| HisGTG.1  | 6.81991593 | 6.10E-103 |
| HisGTG.8  | 6.77566953 | 7.11E-106 |
| HisGTG.2  | 6.7132559  | 5.78E-95  |
| HisGTG.10 | 6.42242628 | 2.31E-65  |
| HisGTG.6  | 6.36978786 | 6.28E-141 |
| AspGTC.8  | 6.34572068 | 2.37E-46  |
| IleAAT.3  | 6.33677735 | 1.83E-37  |
| HisGTG.5  | 6.22723759 | 4.21E-75  |
| AlaCGC.1  | 6.20177499 | 1.57E-73  |
| HisGTG.3  | 6.19646384 | 7.18E-75  |
| GlyTCC.10 | 6.15415442 | 2.42E-77  |
| GlyTCC.1  | 6.1522607  | 4.08E-78  |
| GlyTCC.8  | 6.14708116 | 4.79E-78  |
| GlyTCC.5  | 6.14495001 | 3.01E-78  |
| GlyTCC.3  | 6.13553241 | 5.03E-78  |
| GlyTCC.7  | 6.13317613 | 1.01E-77  |
| GlyTCC.11 | 6.13135921 | 9.69E-78  |
| GlyTCC.9  | 6.1272222  | 1.94E-77  |
| GlyTCC.6  | 6.1212807  | 3.28E-77  |
| GlyTCC.2  | 6.11489357 | 1.87E-77  |
| AspGTC.26 | 6.05150501 | 3.49E-42  |
| GlyTCC.4  | 6.04619767 | 5.44E-76  |

|           |            |          |
|-----------|------------|----------|
| GlyTCC.12 | 6.02350842 | 1.34E-75 |
| AspGTC.15 | 6.00052401 | 3.55E-41 |
| AspGTC.16 | 5.94041344 | 3.11E-39 |
| AlaCGC.5  | 5.91293411 | 1.62E-78 |
| AspGTC.12 | 5.91234304 | 6.31E-41 |
| AspGTC.25 | 5.85537807 | 9.70E-42 |
| LeuTAG.8  | 5.82983282 | 1.82E-86 |
| AspGTC.2  | 5.81021918 | 2.80E-41 |
| AspGTC.14 | 5.80442766 | 2.58E-38 |
| AspGTC.1  | 5.77664306 | 3.46E-42 |
| AspGTC.7  | 5.72386023 | 3.64E-43 |
| AspGTC.23 | 5.7097494  | 2.32E-36 |
| AspGTC.4  | 5.70643054 | 3.53E-39 |
| AlaCGC.6  | 5.68477835 | 2.99E-73 |
| AlaCGC.2  | 5.63495622 | 9.56E-73 |
| AspGTC.20 | 5.62027937 | 3.87E-40 |
| AspGTC.10 | 5.61825275 | 7.51E-39 |
| AspGTC.9  | 5.61159674 | 6.52E-39 |
| ThrAGT.6  | 5.6088728  | 3.73E-60 |
| AspGTC.17 | 5.58880097 | 8.27E-37 |
| AlaCGC.4  | 5.58679326 | 3.29E-59 |
| AspGTC.19 | 5.49897012 | 1.01E-34 |
| UndUND.1  | 5.49580931 | 3.00E-71 |
| CysGCA.1  | 5.49211083 | 4.76E-30 |
| AspGTC.3  | 5.41524284 | 4.22E-38 |
| AspGTC.11 | 5.3926389  | 4.55E-39 |
| AspGTC.21 | 5.33098462 | 3.15E-35 |
| AspGTC.24 | 5.26805293 | 1.93E-36 |
| AspGTC.13 | 5.2362274  | 3.29E-83 |
| GluTTC.8  | 5.16726278 | 3.80E-32 |

|               |            |             |
|---------------|------------|-------------|
| GluTTC.3      | 5.16537294 | 2.99E-32    |
| GluTTC.7      | 4.94691516 | 3.82E-32    |
| AspGTC.6      | 4.89238957 | 4.02E-29    |
| AspGTC.18     | 4.84920366 | 3.80E-29    |
| LysTTT.3      | 4.58532073 | 2.31E-09    |
| ArgCCG.4      | 4.51599686 | 4.31E-17    |
| SerGCT.5      | 4.37382497 | 2.65E-85    |
| MetCAT.8      | 4.16984485 | 7.89E-25    |
| ValCAC.2      | 4.13166521 | 1.20E-64    |
| SerGCT.2      | 4.10476521 | 2.62E-62    |
| SerTGA.8      | 3.74867912 | 1.07E-23    |
| ArgCCG.5      | 3.73237341 | 1.40E-12    |
| ArgCCT.5      | 3.59699714 | 1.77E-11    |
| ArgCCG.3      | 3.57933706 | 2.74E-11    |
| GluTTC.2      | 3.55274225 | 4.91E-14    |
| GluTTC.13     | 3.53772968 | 3.87E-14    |
| GluTTC.12     | 3.53480368 | 4.96E-14    |
| GluTTC.10     | 3.53086605 | 6.14E-14    |
| GluTTC.14     | 3.53034297 | 6.31E-14    |
| LysCTT.14     | 3.51558126 | 0.000152631 |
| AsnGTT.6      | 3.42394115 | 2.21E-28    |
| SerGGA.1      | 3.39994488 | 5.52E-31    |
| GluTTC.4      | 3.39331323 | 3.70E-13    |
| SerTGA.7      | 3.28339807 | 1.87E-17    |
| ThrAGT.3      | 3.20229986 | 3.83E-12    |
| CysGCA.13     | 3.06404092 | 1.10E-16    |
| ProTGG.37     | 3.03251366 | 1.12E-12    |
| MetCAT.1<br>3 | 2.99282751 | 4.43E-12    |
| TyrGTA.59     | 2.91726752 | 1.18E-13    |

|           |            |             |
|-----------|------------|-------------|
| GluCTC.9  | 2.8585866  | 4.45E-13    |
| TyrGTA.68 | 2.81253293 | 1.78E-13    |
| GluCTC.8  | 2.81053873 | 1.58E-12    |
| ThrAGT.4  | 2.79267776 | 1.16E-11    |
| ThrAGT.1  | 2.78313246 | 3.30E-09    |
| GlyGCC.8  | 2.72766695 | 4.08E-10    |
| ThrAGT.5  | 2.71109817 | 9.39E-06    |
| GlyGCC.3  | 2.6607128  | 5.94E-07    |
| ArgTCG.5  | 2.58711076 | 2.59E-14    |
| AlaAGC.1  | 2.53587803 | 3.25E-17    |
| ArgTCG.4  | 2.51182247 | 4.70E-12    |
| AlaAGC.8  | 2.49285456 | 7.05E-15    |
| ArgTCG.3  | 2.47909446 | 4.95E-12    |
| TyrGTA.57 | 2.46303412 | 9.30E-06    |
| AlaAGC.15 | 2.43544405 | 3.77E-14    |
| AlaAGC.12 | 2.41020405 | 1.65E-14    |
| AlaAGC.13 | 2.40994917 | 3.14E-12    |
| AlaAGC.7  | 2.40554642 | 3.46E-14    |
| AlaAGC.10 | 2.39918258 | 2.53E-15    |
| GlyACC.1  | 2.39820095 | 2.36E-05    |
| AlaAGC.14 | 2.38200011 | 6.54E-14    |
| CysGCA.4  | 2.37257076 | 6.06E-07    |
| AlaAGC.11 | 2.36729501 | 6.25E-13    |
| AlaAGC.5  | 2.36665038 | 6.79E-14    |
| AlaAGC.6  | 2.36502814 | 2.66E-14    |
| AlaAGC.2  | 2.36198026 | 1.29E-14    |
| IleAAT.2  | 2.35509832 | 0.026570781 |
| AlaAGC.3  | 2.3529709  | 1.13E-11    |
| GlyGCC.6  | 2.3459348  | 3.14E-07    |
| AlaAGC.9  | 2.32573927 | 1.59E-12    |

|               |            |             |
|---------------|------------|-------------|
| MetCAT.1<br>4 | 2.29927455 | 1.59E-10    |
| AlaAGC.16     | 2.28335495 | 1.38E-11    |
| GlnTTG.5      | 2.28229775 | 0.000776722 |
| TrpCCA.6      | 2.24450807 | 1.25E-15    |
| ArgTCG.6      | 2.20022152 | 1.30E-07    |
| ThrAGT.7      | 2.15021521 | 0.003504094 |
| SerTGA.1      | 2.1461146  | 9.54E-07    |
| MetCAT.1<br>0 | 2.1235351  | 0.020583544 |
| GluTTC.6      | 2.09085309 | 3.17E-07    |
| GlyGCC.9      | 1.95362508 | 0.003717233 |
| GlyGCC.14     | 1.92896642 | 0.007257673 |
| AlaTGC.5      | 1.92587413 | 3.22E-06    |
| AlaTGC.1      | 1.91089342 | 3.16E-05    |
| AlaTGC.4      | 1.87714899 | 4.47E-06    |
| GlyGCC.7      | 1.86254066 | 7.15E-05    |
| AlaTGC.2      | 1.8619637  | 7.86E-06    |
| ArgCCT.6      | 1.85284822 | 0.006515685 |
| AlaTGC.6      | 1.84634006 | 3.28E-06    |
| AlaAGC.4      | 1.83681124 | 4.55E-05    |
| AlaTGC.9      | 1.83447338 | 6.92E-05    |
| AlaTGC.7      | 1.7964661  | 8.08E-05    |
| CysGCA.3      | 1.78349772 | 0.019603472 |
| GlyGCC.1      | 1.76476992 | 0.001290906 |
| ArgCCT.8      | 1.73949905 | 0.001556018 |
| PheGAA.5      | 1.73144786 | 0.000376184 |
| IleAAT.8      | 1.71054396 | 0.013619012 |
| ThrAGT.9      | 1.68504309 | 0.012934559 |
| GluCTC.11     | 1.6544612  | 0.0019239   |
| ArgTCG.2      | 1.65284991 | 0.001380552 |

|               |            |             |
|---------------|------------|-------------|
| GluCTC.10     | 1.62054278 | 0.002922135 |
| GluCTC.2      | 1.61762714 | 0.003064918 |
| TyrGTA.66     | 1.60510741 | 0.009373644 |
| GluCTC.12     | 1.59085109 | 0.003827711 |
| GluCTC.3      | 1.58886835 | 0.004357549 |
| AspGTC.22     | 1.58745957 | 0.035712591 |
| GluCTC.13     | 1.56434792 | 0.004921427 |
| GluCTC.6      | 1.56344225 | 0.009086004 |
| GluCTC.4      | 1.56245248 | 0.006453426 |
| GluCTC.1      | 1.56242464 | 0.008209847 |
| GluCTC.7      | 1.55746597 | 0.005320641 |
| IleAAT.10     | 1.55366081 | 0.037927982 |
| AlaTGC.8      | 1.51415156 | 0.003405372 |
| AlaCGC.3      | 1.47755351 | 0.001974717 |
| ValAAC.15     | -1.4370146 | 0.015428728 |
| ProAGG.3      | -1.5313939 | 0.049895835 |
| GlnCTG.3      | -1.5412868 | 0.00962104  |
| TrpCCA.3      | -1.5694036 | 0.00193786  |
| GlnCTG.4      | -1.5697293 | 0.0026138   |
| GlyGCC.10     | -1.5803336 | 0.024889627 |
| ProTGG.11     | -1.588416  | 0.018344298 |
| LysTTT.14     | -1.6268876 | 0.028588268 |
| ThrCGT.4      | -1.6341425 | 0.014260698 |
| TyrGTA.74     | -1.6749532 | 0.015759774 |
| ProAGG.1<br>2 | -1.6887309 | 0.017083218 |
| TyrGTA.70     | -1.749457  | 0.007472825 |
| SerTGA.4      | -1.7514851 | 0.005140779 |
| GlyGCC.24     | -1.7626465 | 0.006385935 |
| SerTGA.3      | -1.7873572 | 0.007452487 |

|               |            |             |
|---------------|------------|-------------|
| GlnCTG.6      | -1.7940748 | 0.000603946 |
| TyrGTA.67     | -1.8681415 | 0.010276463 |
| LeuTAG.4      | -1.8817703 | 0.000152265 |
| GlnCTG.8      | -1.8930709 | 3.64E-05    |
| TyrGTA.76     | -1.919218  | 0.01822488  |
| LeuTAG.9      | -1.9246966 | 0.002136997 |
| ThrTGT.5      | -1.9287645 | 2.28E-06    |
| GlyGCC.18     | -1.9326508 | 0.000102931 |
| CysGCA.10     | -1.9548849 | 0.004720772 |
| AsnGTT.9      | -2.0068904 | 0.000850354 |
| TyrGTA.73     | -2.0525028 | 3.49E-06    |
| LeuTAG.1      | -2.0708495 | 0.000157817 |
| LeuTAG.6      | -2.1025238 | 0.001487155 |
| TyrGTA.61     | -2.173831  | 0.000103571 |
| LeuTAG.2      | -2.1769323 | 1.24E-05    |
| SerAGA.22     | -2.1820661 | 1.05E-16    |
| SerAGA.37     | -2.2020603 | 1.64E-16    |
| LeuTAG.5      | -2.2060086 | 4.58E-07    |
| TyrGTA.43     | -2.2365569 | 0.000363968 |
| SerGCT.9      | -2.2592002 | 0.000569855 |
| ThrTGT.3      | -2.3097554 | 3.88E-06    |
| CysGCA.9      | -2.3180854 | 0.000443663 |
| GlnCTG.1      | -2.3704796 | 0.000370386 |
| TyrGTA.63     | -2.4731323 | 1.32E-07    |
| LeuTAG.10     | -2.5233964 | 6.61E-12    |
| TyrGTA.75     | -2.5309322 | 3.96E-07    |
| TyrGTA.69     | -2.5763964 | 5.98E-05    |
| ProAGG.1<br>1 | -2.5845441 | 5.71E-08    |
| TyrGTA.11     | -2.6329568 | 3.56E-12    |

|           |            |          |
|-----------|------------|----------|
| TyrGTA.34 | -2.6434406 | 1.65E-11 |
| TyrGTA.72 | -2.6950874 | 1.56E-05 |
| GlnTTG.7  | -2.7076926 | 2.01E-09 |
| TyrGTA.62 | -2.762859  | 3.37E-11 |
| GlnTTG.6  | -2.7660481 | 1.52E-06 |
| TyrGTA.8  | -2.7910597 | 6.10E-12 |
| TyrGTA.2  | -2.8106138 | 3.56E-12 |
| TyrGTA.37 | -2.8243972 | 1.73E-08 |
| ProTGG.33 | -2.8254844 | 6.26E-10 |
| TyrGTA.7  | -2.8348143 | 1.82E-13 |
| TyrGTA.39 | -2.8556549 | 7.92E-14 |
| ProTGG.8  | -2.8774302 | 3.41E-05 |
| TyrGTA.9  | -2.8779366 | 1.60E-14 |
| TyrGTA.15 | -2.882377  | 7.65E-12 |
| TrpCCA.1  | -2.8902696 | 1.78E-12 |
| TyrGTA.3  | -2.8905342 | 5.16E-14 |
| TyrGTA.1  | -2.8981309 | 2.94E-14 |
| TyrGTA.41 | -2.9025502 | 6.62E-15 |
| TyrGTA.13 | -2.9028126 | 3.45E-16 |
| TyrGTA.5  | -2.9077733 | 2.75E-14 |
| TyrGTA.12 | -2.9151576 | 1.11E-14 |
| TyrGTA.71 | -2.9157312 | 2.53E-09 |
| TyrGTA.38 | -2.9280235 | 2.53E-13 |
| TyrGTA.23 | -2.9291168 | 2.34E-15 |
| TyrGTA.6  | -2.9306427 | 4.01E-15 |
| TyrGTA.4  | -2.9746541 | 9.02E-17 |
| TyrGTA.27 | -2.9956745 | 9.80E-13 |
| TyrGTA.35 | -3.0265575 | 1.07E-13 |
| TyrGTA.14 | -3.0326968 | 3.60E-16 |
| TyrGTA.45 | -3.0468612 | 4.81E-11 |

|           |            |          |
|-----------|------------|----------|
| TyrGTA.31 | -3.0539298 | 3.64E-11 |
| TyrGTA.42 | -3.0672119 | 1.23E-12 |
| GlnTTG.2  | -3.0708049 | 1.67E-27 |
| TyrGTA.22 | -3.0782546 | 5.52E-13 |
| SerCGA.4  | -3.0951632 | 1.22E-16 |
| TyrGTA.49 | -3.0956747 | 2.22E-13 |
| TyrGTA.10 | -3.0983353 | 1.74E-16 |
| LeuCAG.2  | -3.1166309 | 2.03E-13 |
| TyrGTA.53 | -3.1271198 | 1.29E-15 |
| TyrGTA.16 | -3.1413707 | 8.29E-19 |
| TyrGTA.18 | -3.1480279 | 2.23E-11 |
| TyrGTA.19 | -3.159127  | 1.20E-15 |
| TyrGTA.64 | -3.1734873 | 3.96E-17 |
| TyrGTA.55 | -3.1839708 | 1.31E-15 |
| TyrGTA.44 | -3.1985162 | 1.42E-16 |
| TyrGTA.51 | -3.1998168 | 1.20E-16 |
| GlnTTG.1  | -3.2022469 | 1.56E-25 |
| TyrGTA.29 | -3.2080974 | 8.15E-18 |
| TyrGTA.56 | -3.2192909 | 9.77E-20 |
| TyrGTA.52 | -3.2224924 | 1.36E-18 |
| GlnTTG.8  | -3.2301677 | 3.41E-28 |
| TyrGTA.46 | -3.238446  | 2.67E-14 |
| TyrGTA.20 | -3.2744272 | 5.51E-18 |
| TyrGTA.33 | -3.2785022 | 3.69E-13 |
| GlnTTG.3  | -3.2959507 | 4.63E-26 |
| TyrGTA.50 | -3.3487706 | 3.01E-18 |
| TyrGTA.24 | -3.3595352 | 9.09E-23 |
| TyrGTA.48 | -3.4840479 | 1.19E-17 |
| TyrGTA.47 | -3.5107088 | 3.24E-20 |
| TyrGTA.25 | -3.5237501 | 1.11E-17 |

|               |            |             |
|---------------|------------|-------------|
| GlnTTG.4      | -3.5395435 | 6.33E-18    |
| TyrGTA.54     | -3.5412174 | 2.08E-17    |
| TyrGTA.28     | -3.573423  | 1.10E-23    |
| TyrGTA.32     | -3.5812548 | 4.61E-23    |
| ArgACG.7      | -3.5991154 | 0.000969295 |
| ProAGG.1<br>0 | -4.0960847 | 6.91E-37    |

How the deposited data were processed for this re-analysis (not part of the article)

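The 4 −Fe and 4 +Fe phloem exudate libraries were analysed as 2 groups of 4 biological replicates, with each library's condition taken from its label. The authors removed adapters with Cutadapt, without a size limit, aligned and quantified the reads with ShortStack, and deposited raw read counts per locus, without normalization. The deposited table has 1 column of counts per library and a column with their sum, which equals the sum of the 8 libraries at every locus and was not used further. No library column was left out (0 not used). The reads themselves were not analysed here, so read lengths, positions within tRNAs and the sequences of Supplementary Table S5 were not used here.

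From the deposited counts, CPM were computed with the total counts of each library, which ranged from 10347644 to 14116739. Differential loci were tested with edgeR (version 4.0.16, with limma 3.58.1 in R 4.3.3), by quasi-likelihood F-tests on a model with the condition alone, after TMM normalization (factors from 0.742 to 1.17), for loci with at least 10 counts over the 8 libraries. Benjamini-Hochberg adjusted p-values under 0.1 with a log2 fold change of at least 0.5 in either direction were called, and miRNA precursors are also counted at an unadjusted p under 0.05, as in the study. DESeq2 (version 1.42.0) with its default Wald test was an alternative. Single values were compared with exact two-sided permutation tests of the difference of means over the 70 ways of choosing 4 of 8 libraries. The groups of 4 were tested without pairing.

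The tools were tested on simulated data. With counts drawn from the means, library sizes and dispersion of these data, edgeR called 32 unchanged loci beside 98 of 200 loci changed 4-fold, and DESeq2 called 109 unchanged loci beside 107 of 200. The changed loci all had a mean above 1 CPM. For both tools, unchanged loci made up more of the calls than the adjusted p threshold of 0.1 allows. With a dispersion of 0.05, both recovered 200 of 200. The permutation test gave the p-value of scipy's exhaustive test in 200 of 200 simulated comparisons, and the assignment to features gave the placed class for 400 of 400 simulated loci. Python scripts used the numpy, pandas, scipy and matplotlib libraries.

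Loci were assigned to features with the TAIR10.1 gene table, by position, and gene names come from that table or from the authors' names. Its coordinates are not printed. Where a group's libraries all had at most 3 counts, folds of mean CPM are given as lower bounds. These use 3 counts in each such library in place of the counts. They cover counting error in that group only, not the spread between replicates, so the change between conditions may be smaller. Log2 fold changes of edgeR and DESeq2 are printed as fitted, and at such loci their size is not determined by the counts.

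The main tests, the alternatives in the processing and the rule for the named loci were set before the data were examined. The named loci are the miRNAs of Table 1, the 7 copper-responsive miRNAs, the members of the miRNA families named in the introduction, the 3 precursors with the highest counts, and the 5 loci with the smallest p in each direction among those called, of which there were none. Loci named outside this rule, such as those of Supplementary Tables S2 and S5 or the tRNA and rRNA loci with the most counts, were chosen after their values were seen. The alternatives were DESeq2, the replicate number as a block, DESeq2's size factors or library totals in the edgeR fit, the filterByExpr filter or no filter beyond 1 count, an adjusted p of 0.05, a fit of the miRNA precursors alone, other limits for detection, an overlap of at least 50% of the locus, other settings for the correlations, and leaving out each library in turn. Leaving out loci that overlap a longer locus, and counting overlapping precursors with identical counts once, were added after seeing the data.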

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

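The counts over choices of 4 libraries and the test of the MIR395 precursors in this part were chosen only after the result was seen, and the other tests of the scaling were set before their values were computed.

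In 104 groups of 4 libraries (feature shares, leading tRNA isotypes, total counts, numbers of loci and precursors with a count, and CPM of named loci), 16 held a library that lay apart from the other 3 by Dixon's test at the 95% level. Chance gives about 1 in 20 groups, or 5.2 of 104. In 7 of the 16 the other 3 libraries had no count, so that any count lies apart: MIR857 had 0.0966 CPM in +Fe replicate 2, the COL4 locus of Supplementary Table S5 0.0957 CPM in +Fe replicate 4, MIR169d 0.193 CPM in +Fe replicate 2, MIR169g 0.169 CPM in −Fe replicate 3 and 0.387 CPM in +Fe replicate 2, MIR399d 0.0760 CPM in −Fe replicate 4 and MIR399f 0.169 CPM in −Fe replicate 3. These are 1 to 4 counts each. Without these 7, MIR399d had 3.77 CPM in +Fe replicate 2 against 0 to 0.0708 CPM, and MIR394a 14.0 CPM in −Fe replicate 1 against 6.08 to 6.94 CPM, and for neither was an explanation tested.

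In −Fe replicate 2, MIR395b had 22.6 CPM against 0.456 to 2.36 CPM in the other −Fe libraries, MIR395c 20.2 against 0.456 to 2.83 CPM, MIR395d 7.97 against at most 1.60 CPM and MIR395f 19.7 against 0.760 to 2.93 CPM. These paralogs may share reads, so they count as a single pattern. As a share of all precursor counts MIR395b still lay apart, with a Dixon's ratio of 0.919, which argues against the scaling by library totals as the whole explanation. A difference in this exudate sample or its plants stays open, and no biological explanation was tested.

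MIR398b had 757 CPM in −Fe replicate 2 against 276 to 315 CPM in the other −Fe libraries, and MIR398c had 60.7 against 21.2 to 25.3 CPM. These paralogs may share reads, so they count as a single pattern. If only the scaling by library totals set this library apart, MIR398b would not stand out as a share of all precursor counts. It held 4.34% of the precursor counts there against 1.63 to 2.22% in the other 3, and Dixon's ratio fell to 0.780 from 0.918, which is under the 95% critical value. The scaling may account for part of the gap, and the remaining gap, in a library of the same condition as the other 3, has no biological explanation that was tested.

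MIR158a had 6210 CPM in +Fe replicate 4 against 4215 to 4479 CPM in the other +Fe libraries. As a share of all precursor counts, +Fe replicate 4 was no longer the highest, and Dixon's ratio of the group was 0.320. A candidate explanation is therefore the scaling by library totals, since the miRNA loci took 4.66% of all counts in this library, the highest share of the 8. That share may count reads of precursors again at overlapping loci.

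The 6 precursors that had a count in all 8 libraries and are not in Supplementary Table S3 are MIR835, MIR833b, MIR8169, MIR8165, MIR5657 and MIR5659, with 130 to 1054 counts in total. MIR833b overlaps MIR833a by 85 nt, so its reads may be shared with MIR833a, and counting overlapping precursors with identical counts once left 142 precursors detected in all 8 libraries, these 6 among them. For the others no technical explanation was tested, and the paper does not report them.

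Outside Table 1, 14 precursors had at least 10 counts in −Fe and at most 1 in +Fe: MIR837, MIR5648, MIR5664, MIR831, MIR3440b, MIR853, MIR5638a, MIR851, MIR826a, MIR826b, MIR4221, MIR5017, MIR3434 and MIR2937. In 5 of them all counts came from 1 −Fe library, in 8 from 2, and in MIR837 from 3. MIR826a and MIR826b have identical counts, and the largest total was 39, for MIR3440b. With the miRNAs of Table 1, 19 precursors met this criterion in the 4 −Fe libraries, as many as or more than in all but 1 of the 70 choices of 4 libraries, and 1 did in the 4 +Fe libraries. Fewer loci detected in +Fe replicates 2 and 4 may produce part of such precursors. Of the 15 choices of 4 libraries that leave out both of these +Fe replicates, 2 gave as many precursors, the −Fe libraries included; the other, with 20, holds 3 of the −Fe libraries, and the median of the 15 was 11, against 7 in the other choices. Over all loci, 65 were counted in all 4 −Fe libraries and in no +Fe library, and 5 of the 15 choices gave as many, with a median of 51. For precursors under that stricter criterion, which MIR830 met in the −Fe libraries, 7 of the 15 choices gave as many. A response to iron deficiency stays open beside it.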

How the results depend on the processing

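The alternatives that leave out overlapping loci or count overlapping precursors with identical counts once were chosen after seeing the data, and all others were set in advance.

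The number of loci called by edgeR stayed 0 with DESeq2's size factors (1191 with an unadjusted p under 0.05), library totals (1273), the filterByExpr filter (310), no filter beyond 1 count (1259) and an adjusted p of 0.05 (1187). DESeq2 called 34 loci, 31 higher and 3 lower in −Fe. On simulated counts with the dispersion of these data it called 109 unchanged loci beside 107 changed 4-fold, against 32 beside 98 by edgeR. False calls are therefore a candidate for part of the 34, and the cause was not tested on the data themselves. Across the 8 fits that each left out a library, 0 to 1 loci were called, 0 to 1 of them higher, and 769 to 1368 had an unadjusted p under 0.05. The call came without +Fe replicate 2, at the locus of AT3G23640 (chosen after its values were seen), and the 769 without −Fe replicate 3. The filterByExpr split was 148 higher and 162 lower of 11273 loci tested, and the cause was not tested.

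With the replicate number as a block in the edgeR fit, 3 loci were called, all 3 higher in −Fe (at AT4G21570, AT3G30835 and AT1G05917, chosen after their values were seen), and 0 of them were among the 34 of DESeq2. Under the block 634 loci had an unadjusted p under 0.05, 1 miRNA of Table 1 (MIR857), 1 precursor had an adjusted p under 0.1 over the precursors alone (MIR5654), and 0 copper-responsive miRNAs did over the list alone. Across 10983 loci, deviations from the group means correlated at 0.00718 to 0.0536 for replicates with the same number. For different numbers the range was -0.0567 to 0.0275. The correlations were small, so no strong pairing was seen. Those for the same number were all positive, so a weak shared effect is not excluded.

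The 14 precursors with an unadjusted p under 0.05 became 2 with filterByExpr (MIR775 and MIR8172), which tested none of Table 1, and 9 in a fit of the precursors alone. The other settings gave 11 to 17, and leaving out each library gave 12 to 21. After adjustment over all loci or over the precursors alone, 1 precursor (MIR857) was under 0.1 by DESeq2, and 0 to 1 over the precursors alone with a library left out (MIR780 without +Fe replicate 2). Among the copper-responsive miRNAs, 0 to 1 were under 0.1 over the list alone and 1 to 2 had an unadjusted p under 0.05 with a library left out, the 2 (MIR857 and MIR398b) without −Fe replicate 2. With filterByExpr both counts were 0, as it removes MIR857.

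The fitted log2 fold change of the COL4 locus of Supplementary Table S5 was 7.23 by DESeq2, where its adjusted p passed 0.1. With a library left out it was 6.54 to 8.43 by edgeR, with adjusted p-values of 0.275 to 0.878. With at most 1 count in each +Fe library, the counts themselves give only the lower bound of 12.8-fold. That bound covers counting error in +Fe, not the spread between replicates. The small log2 fold change of MIR158a changed sign with filterByExpr (0.0149). That of MIR159a did so with library totals (-0.0795) and in the fit of the precursors alone (-0.0048). Other named precursors also changed sign, and the following are examples. With library totals, MIR159b went from 0.141 to -0.0456, MIR159c from 0.157 to -0.0392 and MIR173 from 0.0393 to -0.128. With the replicate number as a block, MIR172a went from -0.176 to 0.104 and MIR395b from 0.527 to -0.526. With a library left out, the sign was open for MIR398c (-0.41 to 0.0621), MIR408 (-0.32 to 0.13), MIR158a (-0.0706 to 0.10), MIR166a (-0.25 to 0.0765) and MIR159a (-0.24 to 0.34).

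By family, 91 miRNA families were detected in all 8 libraries, because each family counts once, and the other limits gave 102 to 142. The looser criterion gave 19 precursors for −Fe and 1 for +Fe. With a library left out, 1 to 3 precursors were found in −Fe only: 3 without −Fe replicate 1 or 4, and 2 without +Fe replicate 1, 2 or 4. For +Fe only it was 0 each time.

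An overlap of at least 50% of the locus gave 2.86% of counts at tRNA loci, 0% at rRNA loci and 13.1% at protein-coding loci, and among tRNA counts 0.102% glycine, 40.7% glutamic acid, 50.2% histidine and 0.240% serine. This follows from the length of the loci. The difference of −Fe minus +Fe then changed sign for alanine (-0.0969 percentage points), glutamic acid (-4.02) and serine (-0.0341), none of them past a permutation p of 0.05. With a library left out, this difference ranged from -0.0201 to 3.71 points for tRNA, from -1.02 to 2.84 for rRNA, and within tRNA from -0.0963 to 0.255 for alanine, from -1.07 to 1.70 for glutamic acid and from -0.0211 to 0.0302 for serine. The nuclear share of tRNA counts was 100% in each fit. Leaving out loci that overlap a longer locus gave 37.9% tRNA and 44.7% rRNA.

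The median Pearson correlation was 0.774 with a pseudocount of 0.1 CPM, which gives more weight to zeros, and 0.872 over loci with at least 100 counts. The strand of the loci is not given, so the same-strand alternative was not run, and since every locus has coordinates, the alternative that keeps only such loci would remove nothing and was not run.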

Differences from the paper's values

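The comparison with each of the values in this part was set by the paper's text, and no test was chosen after the result was seen. For features the paper used sRNApipe on reads, and for tRNAs it used tRAX. The values here are counts at ShortStack loci on nuclear chromosomes. The tRNA, rRNA and isotype values thus differ in method and in total, and a gap does not by itself contradict the paper.

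The paper states 46 iron-regulated sRNAs, and edgeR called 0 (1187 loci had an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2, with 34, came within 1.5 times of the paper's value, and none of the other 14 did. For sRNAs higher in −Fe the paper's value is 41, against 0 by edgeR and 31 by DESeq2, the alternative that closed the gap. For sRNAs lower in −Fe the paper's value is 5, against 0 by edgeR and 3 by DESeq2, and no alternative set before the data were examined closed the gap. Of the 46 entries of Supplementary Table S5, 1 has a name of the deposited table, the COL4 locus. The paper calls it and edgeR does not after adjustment. DESeq2 calls it, and its counts were at least 12.8-fold higher in −Fe.

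The paper states 5 iron-regulated miRNAs at an unadjusted p under 0.05, against 14 precursors by edgeR, and none of the 15 alternatives set before the data were examined closed the gap; the nearest were 2 with filterByExpr and 9 in a fit of the precursors alone. All 5 miRNAs of Table 1 are among the 14. Of the 40 counts in Table 1, 36 equal the deposited counts; the others are those of MIR5998a and MIR5998b in −Fe replicates 2 and 4, which are 26 and 17 in the paper and 20 and 11 in the deposited table.

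The paper states that 158568688 reads were counted, and the deposited counts sum to 96628856. The paper states 73291106 tRNA reads, against 36127474 counts at tRNA loci; with an overlap of at least 50% of the locus the gap was wider. The paper's total includes plastid and mitochondrial tRNAs; with its nuclear share it corresponds to 47346054 nuclear tRNA reads, 1.31 times the counts at the nuclear tRNA loci. The paper's rRNA share is about 23% in Fig. 2B, read by eye, against 43.8%, and none of the alternatives set before the data were examined closed the gap. The paper's nuclear share of tRNA reads is 64.6%, against 100% in a table that covers nuclear chromosomes only, and no alternative closed the gap.

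As a share of all reads, the paper's alanine value is 9.3%, against 0.567%, and no alternative set before the data were examined closed the gap. The paper's glutamic acid value is 7.3%, against 4.69%; it came within 1.5 times without −Fe replicate 1 (4.95%), without +Fe replicate 1 (4.94%) or without +Fe replicate 4 (4.88%), and the other 6 alternatives did not close the gap.

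Supplementary Table S3 of the paper gives 2734 reads for MIR398a and 48005 for MIR398c, against 795 and 3412 deposited counts, and no alternative changes these totals.

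The paper ranks alanine after glycine among the tRNA isotypes and names serine among the dominant ones, whereas histidine and glutamic acid followed glycine here and serine loci held 0.169% of the tRNA counts. Among iron-regulated miRNAs of shoots, which the paper calls copper-responsive, it names miR857 as the single miRNA detected in phloem. Read as a statement about detection, this differs from the counts, since MIR398b had 44050 counts and MIR408 7945 counts over the 8 libraries; read as a statement about regulation by iron in phloem, it does not differ, as MIR857 was the 1 of the 7 with an edgeR p under 0.05. The paper writes that most sRNA reads of phloem exudates mapped to tRNAs, and its tRNA reads include plastid and mitochondrial tRNAs. Here the rRNA loci held more counts than the nuclear tRNA loci, in total and in 6 of the 8 libraries. The order was the opposite in −Fe replicate 2 (41.1% tRNA, 38.1% rRNA) and +Fe replicate 3 (42.7% and 38.0%), and with an overlap of at least 50% of the locus (2.86% and 0%). Since the deposited table lacks plastid and mitochondrial loci, this order cannot decide on the paper's statement. The paper lists AGO2 and FAR1 among genes with high read counts, whereas their loci held 1793 and 3163 counts.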

Other observations

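The tests of Supplementary Table S3, of small counts and of protein-coding loci in this part were chosen only after the result was seen, as was the criterion of loci found in all 4 −Fe libraries.

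The 8 libraries can be split into 4 and 4 in 35 ways, the real one included. The real split gave 0 called loci by edgeR, a number that all 35 splits reach by construction, so no comparison of called loci by edgeR was possible; the highest number was 8. The real split had 1187 loci with an unadjusted p under 0.05, and 2 of the 35 splits gave as many (median 865, highest 1191). The 14 miRNA precursors with an unadjusted p under 0.05 were matched or exceeded in 16 of the 35 splits (median 13). By DESeq2, 4 of the 35 splits gave at least the 34 loci of the real one, with a median of 12 and up to 78. None of the last 3 counts is rarer than 1 in 20 splits. The number of loci with an unadjusted p under 0.05 is near the top of the splits. A split that keeps 3 libraries of a condition together keeps part of any iron effect, so the splits are not free of one. The split with 1191 loci was of that kind, and with 2 libraries of each condition on a side the highest number was 1044. By DESeq2, a split with 2 and 2 gave 59 calls. The splits therefore cannot decide between an iron effect and the spread between the libraries. An effect of iron on some of these loci stays open, and the counts of splits do not test single loci.

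Of the 8 libraries, +Fe replicates 2 and 4 had the fewest loci with a count, 12117 and 11269 against at least 14214 in the other 6. If their library size were the cause, they would detect as many loci as the others at equal totals. With each library thinned to 10347644 counts, the larger of the 2 still detected 12117 loci, against at least 14102 in the other 6, which argues against library size. If tRNA and rRNA loci had taken up the reads, thinning the counts outside them to 1927473 would remove the gap. The larger of the 2 then detected 11682 such loci, against at least 13833 in the others, which argues against that explanation. Both libraries are +Fe, and the other 2 +Fe libraries do not share the pattern, so a condition effect was not separated from differences between exudate samples, and no biological explanation was tested.

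Zeros were frequent at loci where the other 7 libraries gave an expected count of 5 to 10: from 21.7% of such loci in −Fe replicate 3 to 65.7% in +Fe replicate 4, where Poisson counting would give 0.170% or less. If each molecule had been read many times after amplification, counts of 1 to 3 should be rarer than a smooth (gamma-Poisson) spread with the same mean and share of zeros gives. They were rarer in 6 of the 8 libraries and more frequent in +Fe replicates 2 and 4, the 2 libraries with the most zeros. Repeated reading of few molecules therefore may contribute, but whether it does cannot be told apart from variation between plants, because the 2 libraries where the pattern is strongest go against it and the reads carry no molecular identifiers.

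Many totals in Supplementary Table S3 lie above the deposited totals. If reads shared between paralogs had been counted at each paralog there, the largest Supplementary Table S3 total of a family would be near the family's summed deposited count, and families with a single precursor would have similar totals in both. Over 31 families with several precursors, the median ratio of the largest total to the summed deposited count was 0.953, with 21 of the 31 within 25%, and the median ratio of a family's summed Supplementary Table S3 totals to its summed deposited counts was 2.33. For families with a single precursor, the median ratio of the Supplementary Table S3 total to the deposited count was 1, and 37 families were within 25%. Of the 57 such families, 14 had a Supplementary Table S3 total above 1.5 times the deposited count. Examples are MIR5653 with 12809 against 0 and MIR8180 with 11748 against 108 (chosen after their values were seen). Shared reads of paralogs are therefore a candidate explanation for families with several precursors. The 14 argue against them as the explanation of raised totals in families with a single precursor, and what raised those 14 totals stays open.

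Of the 31 loci that DESeq2 called higher in −Fe, 21 lay at protein-coding genes. If all −Fe exudates held more fragments of protein-coding transcripts, the share of counts at such loci would be higher in −Fe. The difference was -0.652 percentage points, within the spread between replicates (exact two-sided permutation test, p = 0.371), and -0.213 without −Fe replicate 4, so it decides neither for nor against a general rise. A general rise and a change at single genes both stay open.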
